A study of Mus musculus with 6 samples. Its data were reported in "The Possible Role of Complete Loss of Myostatin in Limiting Excessive Proliferation of Muscle Cells (C2C12) via Activation of MicroRNAs" (2019).

How the data were processed

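Small RNA was sequenced from C2C12 cells, an established line of mouse myoblasts (the proliferating precursors of skeletal muscle fibres), in a wild-type (WT) group and in a group in which the myostatin gene had been disrupted with CRISPR/Cas9 (MSTN-KO). Each group had 3 libraries. The libraries were made from total RNA extracted with Trizol and were read on an Illumina HiSeq instrument.

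The values deposited by the authors are RPM (reads per 1000000 library reads), with 1 value per miRNA and library. The article calls its expression values FPKM. In the deposited columns, however, 100% of the values above 0 were whole multiples of a single step per library, shared by all miRNAs, so that no length entered the scaling. A multiple was counted as whole within 0.01 of a whole number, and the largest distance found was 2.46e-06, in WT replicate 3. The step was taken as the worth of 1 read, and its inverse as the total by which the authors divided. That total was 6486776, 6865671 and 11823489 reads for WT replicates 1, 2 and 3, and 5502214, 9546040 and 8708859 reads for MSTN-KO replicates 1, 2 and 3. Which reads entered the total, the aligner, the counting tool, the miRNA catalogue and the genome build are not stated.

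The table analysed here lists 49 mature miRNAs, the same in each library, which together hold between 0.773% and 3.47% of the library total. It is therefore a part of each library, and other miRNAs were not analysed here. All 49 miRNAs separated the groups without overlap, so the list cannot serve as an unselected background. Counts of changed miRNAs, adjusted p-values and the estimate of the spread in the model all refer to this selection and not to the miRNome.

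The groups and replicate numbers were taken from the sample titles, and the labels name no batch. The comparison was MSTN-KO against WT over all 6 libraries. RPM values were transformed to log2(RPM + 1) and tested with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, with no covariate. Fold changes are on this log2(RPM + 1) scale, which understates the change of miRNAs with few reads. A miRNA was tested if it reached 1 RPM in at least 1 library, and all 49 did. A miRNA was counted as differentially expressed (DEM) by the cut-offs of the study's methods, an unadjusted p-value under 0.05 with a log2 fold change above 1 or below -1, and separately at a Benjamini-Hochberg adjusted p-value under 0.05 across the 49 miRNAs. Adjusted p-values in the text come from limma. Sums and shares per library were compared with exact two-sided permutation tests in scipy 1.17.1, for which 3 against 3 libraries cannot give a p below 0.1.

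The rule for the miRNAs named and the alternatives below were fixed before the data were examined, except where said. The rule takes the 12 miRNAs that the article pairs with target genes, the 5 with the largest rise and the 5 with the largest fall among those with an adjusted p-value under 0.05 and no overlap between groups, and the 5 with the highest mean over all libraries. The rule gave 20 miRNAs.

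Replicate numbers 1 to 3 occur in the titles of both groups, so a fit with the replicate number as a block was made as well. Nothing in the titles says that same-numbered libraries were prepared together. Other alternatives were pseudocounts of 0.1 and 10, no filter, a mean of at least 10 RPM, 3 rescalings of the listed values (median of ratios, the total of the listed miRNAs, quantile normalization), limma with a mean-variance trend, and leaving out each library in turn. Summing rows with the same mature name was not run, because no name occurred more than once. A pair of alternatives was added after seeing the data, namely counting identical rows once and adjusting over both arms of each of the 2202 miRNA genes in the annotation. The number of values per library was too small to establish recovered reads firmly enough for a count model, so miRNAs were tested on RPM only.

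Whole reads obtained from the step were used to describe and compare depth, and in the comparison of libraries within a group. A floor of 3 reads was chosen, which lies between 0.254 and 0.545 RPM depending on the library total. Shares of single libraries carry 95% Wilson intervals. Reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only. Within each group, all pairs of libraries differed by more than sampling noise (smallest chi-square of 2676 on 48 degrees of freedom), so each library was counted once.

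The files give no coordinates. Names were matched to miRNA genes of GENCODE M21 on GRCm38, and 49 of 49 had a match. Coordinates are those of the hairpin gene in that annotation, 1-based. The limma fit was tested on simulated data, with 1000 miRNAs drawn from the means and totals above, of which 200 were changed by 1.5 on the log2 scale. At an adjusted p-value of 0.05 it recovered 92.5% of the changed miRNAs, and 2.12% of its calls among the 993 tested were unchanged miRNAs. Most simulated miRNAs were unchanged, changes went in both directions, and the negative-binomial dispersion (spread beyond counting error) was fixed at 0.05. The listed miRNAs all separated the groups, so these rates do not carry over to the adjusted p-values reported here.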

Results

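MicroRNAs (miRNAs) are short RNAs that are cut from a hairpin precursor, from its 5p arm, its 3p arm or both, and that repress messenger RNAs. They were profiled by small RNA sequencing in 3 WT and 3 MSTN-KO libraries of C2C12 myoblasts to find which miRNAs change when myostatin, a secreted inhibitor of muscle growth, is lost. The libraries held between 5502214 and 11823489 reads. Library totals did not separate the groups, with 8391979 ± 2977808 reads in the WT group and 7919038 ± 2134478 reads in the MSTN-KO group (SD, n = 3 each, exact two-sided permutation test, p = 0.8). The myostatin transcript was not analysed here, so the genotype names of the libraries rest on their labels alone.

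The 49 listed miRNAs summed to 27672 ± 6859 RPM in the WT group and 10211 ± 2434 RPM in the MSTN-KO group (SD, n = 3). Each MSTN-KO library had a lower sum than each WT library, which gives p = 0.1 in an exact two-sided permutation test, the smallest value that this design allows. Every listed miRNA separated the groups, and miR-206-3p dominated each sum. The separation of the sums therefore follows largely from the selection, and its p is no independent test. The difference of the log2 sums was -1.44, and without the most abundant miRNA, miR-206-3p, it was -0.71. A single miRNA made up most of these sums. miR-206-3p took 89.5% ± 2.1 of the listed RPM in the WT group and 82.6% ± 3.0 in the MSTN-KO group (SD, n = 3, exact permutation p = 0.1). Of the whole library it took from 1.83% (95% Wilson interval 1.82 to 1.84) in WT replicate 3 to 3.16% (3.14 to 3.17) in WT replicate 2. In the MSTN-KO group its share ran from 0.614% (0.608 to 0.621) in replicate 1 to 1.08% (1.07 to 1.08) in replicate 2.

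Libraries resembled each other more within groups than between them. Over the 49 miRNAs, the Pearson correlation of log2(RPM + 1) averaged 0.986 for pairs within a group (from 0.979 to 0.990) and 0.796 for pairs between groups (from 0.763 to 0.824), a difference of 0.191. These are correlations across miRNAs, which are not independent replicates, and the miRNAs were themselves picked by the authors.

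To identify DEMs, the MSTN-KO group was compared with the WT group miRNA by miRNA. By GEO's labels, 14 miRNAs were higher and 35 were lower in the MSTN-KO group. In all 49 cases the values of one group lay entirely above those of the other. At a p-value under 0.05 and a log2 fold change beyond 1 in size, 14 miRNAs were upregulated and 28 were downregulated, while 7 downregulated miRNAs changed by less than the fold cut-off. At an adjusted p-value under 0.05 (limma, Benjamini-Hochberg), 14 upregulated and 35 downregulated miRNAs passed, and the largest adjusted p-value was 0.0168. Rises ran from 1.05 to 2.18 and falls from -0.82 to -4.96 on the log2 scale. The number of upregulated DEMs past the fold cut-off moved most with a pseudocount of 10, which left 5 beside 12 downregulated ones. The number of downregulated DEMs moved most under quantile normalization, which left 9. Rescaling the libraries on the listed miRNAs themselves raised the median log2 fold change, which was -1.07 as deposited, by 0.92 to 1.23. It left 10 to 12 downregulated miRNAs at an adjusted p-value under 0.05 beside 14 upregulated ones.

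With the replicate number as a block, the fit gave 14 upregulated and 28 downregulated DEMs, as the fit without the block did, and its largest adjusted p-value was 0.0198 (limma). Deviations from the group mean correlated by 0.095 on average in the 3 pairs of libraries with the same number and by -0.047 in the 6 pairs with different numbers. The median standard error was 0.195 with the replicate block and 0.243 without it.

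**Figure D1:**
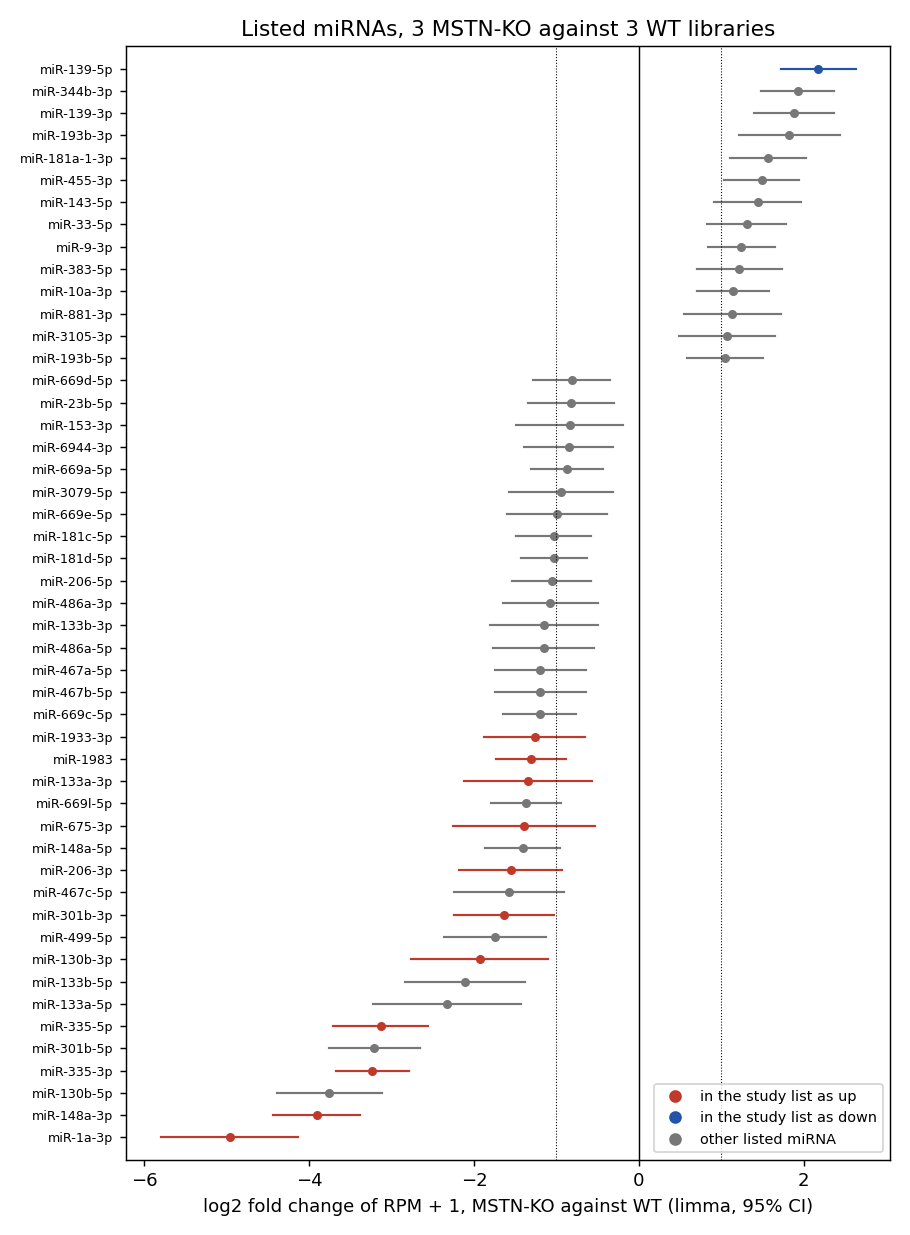
Log2 fold change of RPM + 1 in the MSTN-KO group against the WT group for each of the 49 listed miRNAs (points, limma estimate; lines, 95% confidence interval; dotted lines, the fold cut-off at -1 and 1; 3 libraries per group). As deposited, 35 miRNAs lie below 0 and 14 above, and the red points, which the study lists as upregulated, all lie below 0, although rescaling to the total of the listed miRNAs moves 2 of them above it and the median of all 49 to 0.16.

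The largest falls were those of miR-1a-3p, miR-148a-3p, miR-130b-5p, miR-335-3p and miR-301b-5p. miR-1a-3p, which can come from hairpins on chromosome 2 (180389048 to 180389124, plus strand) and chromosome 18 (10785481 to 10785552, minus strand, in an intron of the host transcript Mir133a-1hg), fell from 201 ± 39.2 RPM in the WT group to 6.14 ± 4.13 RPM in the MSTN-KO group (SD, n = 3). Its log2 fold change was -4.96 with a standard error of 0.37 (limma adjusted p = 3.1e-06). miR-148a-3p (chromosome 6, 51269812 to 51269910, minus strand, outside annotated genes of that strand) fell from 401 ± 62.0 to 26.1 ± 6.51 RPM, a log2 fold change of -3.91 ± 0.23 (SE, limma adjusted p = 1.03e-06). Both arms of the Mir335 hairpin, which lies in an intron of Mest on chromosome 6 (30741299 to 30741396, plus strand), were lower. miR-335-3p went from 98.4 ± 11.04 to 9.59 ± 1.22 RPM (log2 fold change -3.23 ± 0.20, limma adjusted p = 1.03e-06). miR-335-5p went from 15.3 ± 3.21 to 0.882 ± 0.514 RPM (log2 fold change -3.13 ± 0.25, limma adjusted p = 4.08e-06).

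The Mir130b and Mir301b hairpins are neighbours on the minus strand of chromosome 16 (17124061 to 17124142 and 17124400 to 17124496), in an intron of a protein-coding gene that has only a clone name. In the group means their 5p arms were the more abundant ones. miR-130b-5p fell from 65.4 ± 9.94 to 4.10 ± 1.69 RPM and miR-301b-5p from 11.4 ± 3.05 to 0.322 ± 0.219 RPM (SD, n = 3), log2 fold changes of -3.76 ± 0.28 and -3.21 ± 0.25 (SE, limma adjusted p = 3.1e-06 for each). The 3p arms, which the article pairs with target genes, held few reads. miR-130b-3p corresponded to 18, 57 and 57 reads in the WT libraries and to 5, 9 and 0 reads in the MSTN-KO libraries, or 5.30 ± 2.79 against 0.617 ± 0.535 RPM (log2 fold change -1.93 ± 0.37, limma adjusted p = 0.000857). miR-301b-3p corresponded to 12, 16 and 46 reads against 3, 0 and 0 reads, or 2.69 ± 1.07 against 0.182 ± 0.315 RPM (log2 fold change -1.64 ± 0.27, limma adjusted p = 0.000395). For these values of 0, the floor of 3 reads chosen here was 0.314 RPM in MSTN-KO replicate 2 and 0.344 RPM in replicate 3. Smaller amounts were recorded in both libraries, such as 1 read of miR-148a-5p.

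The most abundant listed miRNA, miR-206-3p (chromosome 1, 20679010 to 20679082, plus strand, in an exon of the long noncoding RNA Gm28653), had 24841 ± 6617 RPM in the WT group and 8479 ± 2312 RPM in the MSTN-KO group (SD, n = 3). Its log2 fold change was -1.55 ± 0.28 (SE, limma adjusted p = 0.000598). Under the 3 rescalings its adjusted p-value was no longer under 0.05, and quantile normalization gave it a log2 fold change of 0, since it ranked first in each library. miR-181d-5p (chromosome 8, 84178716 to 84178787, minus strand, in an intron of Nanos3) had 765 ± 21.1 against 373 ± 16.1 RPM, and miR-486a-5p (chromosome 8, 23142555 to 23142682, plus strand, in an intron of Ank1) had 300.0 ± 94.6 against 132 ± 28.5 RPM. Their log2 fold changes of -1.03 ± 0.18 and -1.15 ± 0.27 passed at limma adjusted p-values of 0.00046 and 0.00254, and both changed sign when the libraries were scaled to the total of the listed miRNAs. The hairpin arm of miR-486a-5p shares a stretch of 22 bases with Mir3107, so its reads cannot be assigned with certainty.

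The remaining miRNAs of the target-gene list were lower by smaller amounts. miR-675-3p, from an exon of H19 on chromosome 7 (142577064 to 142577147, minus strand), had 10.1 ± 4.28 RPM in the WT group and 3.35 ± 2.10 RPM in the MSTN-KO group (SD, n = 3, limma adjusted p = 0.00562). miR-133a-3p, with hairpins on chromosome 18 (10782909 to 10782976, minus strand, intron of Mir133a-1hg) and chromosome 2 (180398379 to 180398482, plus strand), had 99.8 ± 36.0 against 39.0 ± 14.0 RPM (limma adjusted p = 0.00394). It shares a stretch of 21 bases with Mir133b, so its reads are uncertain in the same way. miR-1983 (chromosome 13, 21896918 to 21897049, minus strand) had 223 ± 10.9 against 89.9 ± 10.3 RPM, with a limma adjusted p of 0.000218. miR-1933-3p (chromosome 11, 21344588 to 21344675, minus strand, intron of Ugp2) had 11.6 ± 1.83 against 4.45 ± 1.74 RPM, with a limma adjusted p of 0.00163. The log2 fold changes of these miRNAs lay between -1.39 and -1.26, and those of miR-133a-3p and miR-1983 changed sign under scaling to the total of the listed miRNAs. None of them kept an adjusted p-value under 0.05 under the 3 rescalings.

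Among the upregulated miRNAs, miR-139-5p rose the most, from 89.5 ± 15.9 RPM in the WT group to 405 ± 18.6 RPM in the MSTN-KO group (SD, n = 3), a log2 fold change of 2.18 ± 0.20 (SE, limma adjusted p = 1.08e-05). Its hairpin lies in an intron of Pde2a on chromosome 7 (101475376 to 101475443, plus strand). The other arm, miR-139-3p, rose from 3.63 ± 0.854 to 16.0 ± 2.30 RPM, a log2 fold change of 1.88 ± 0.22. miR-344b-3p (chromosome 7, 61790519 to 61790581, minus strand, intron of A230057D06Rik) rose from 5.70 ± 0.520 to 24.6 ± 3.35 RPM, a log2 fold change of 1.93 ± 0.20. It shares 21 bases with Mir344. miR-193b-3p (chromosome 16, 13449523 to 13449601, plus strand) rose from 6.16 ± 2.13 to 23.7 ± 3.98 RPM, and miR-181a-1-3p (chromosome 1, 137966455 to 137966541, plus strand, intron of Gm4258) from 23.6 ± 4.10 to 71.2 ± 5.79 RPM, log2 fold changes of 1.82 ± 0.27 and 1.56 ± 0.20. The limma adjusted p-values of these miRNAs ran from 2.14e-05 for miR-344b-3p to 0.000239 for miR-193b-3p. Each of these rises kept its sign and its adjusted p-value under 0.05 in all 3 rescalings of the listed values. The rescalings made each of these fold changes larger, so the kept sign is no test of the rises.

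The 12 miRNAs that the article pairs with changed target genes were then set against the direction given to them there. None of the 12 changed in the listed direction with a p-value under 0.05, and 12 changed in the opposite direction with an adjusted p-value under 0.05 (limma). The 11 miRNAs listed as upregulated were lower in the libraries labelled MSTN-KO, and the 1 listed as downregulated, miR-139-5p, was higher. In all 12 cases the values of the groups did not overlap. Under each of the 3 rescalings 7 of the 12 still lay opposite with an unadjusted p-value under 0.05, and under scaling to the listed total 2 of the 12 had the listed sign.

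**Figure D2:**
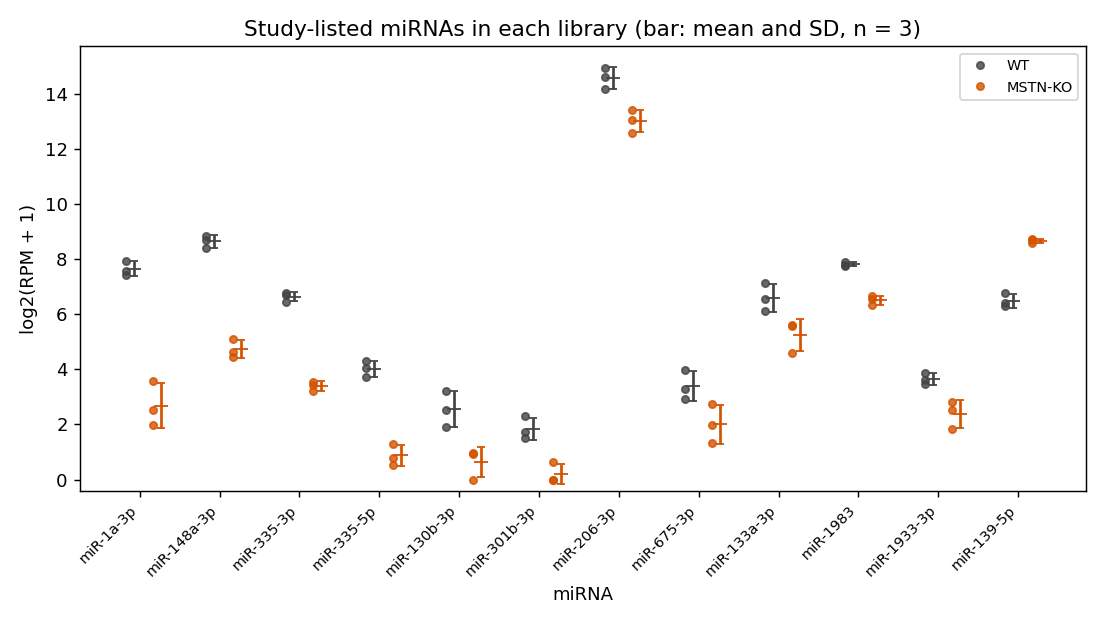
log2(RPM + 1) of the 12 miRNAs paired with target genes, in each WT library (grey points) and each MSTN-KO library (orange points), with the group mean and SD beside them (n = 3). The WT points lie above the MSTN-KO points for 11 miRNAs and below them for miR-139-5p; under scaling to the total of the listed miRNAs, the fold changes of miR-133a-3p and miR-1983 change sign, and under quantile normalization that of miR-206-3p is 0.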

Values the study reported

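The study reported 62 DEMs in the KO group against the WT group, of which 24 were upregulated and 38 downregulated. In a further screen at a p-value of at most 0.05 and a fold change of at least 2, it reported 35 upregulated and 14 downregulated DEMs. Of these, 11 upregulated miRNAs were predicted to target DEGs. By qRT-PCR it found miR-206-3p and miR-130b-3p, among others, to be higher in the MSTN-KO group. In its interaction network, miR-301b-3p targeted 28 DEGs.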

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

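The counts of other splits of the libraries and the 2 alternatives named below as added were chosen after the results were seen. The fit with the replicate block and limma with a mean-variance trend gave the same counts as reported, 14 upregulated and 28 downregulated miRNAs past the fold cut-off and 14 and 35 at an adjusted p-value under 0.05. Across the 6 fits that each left out a single library, from 12 to 14 upregulated and from 22 to 29 downregulated miRNAs passed the fold cut-off, and 14 upregulated and 34 or 35 downregulated ones passed the adjusted p-value. All 49 miRNAs passed the filter, so leaving it out could change nothing. The 20 named miRNAs kept their direction and stayed under the adjusted threshold in each of the fits with the block, with the trend or without a library.

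A pseudocount of 10 left 5 upregulated and 12 downregulated miRNAs past the fold cut-off. It compresses the change of miRNAs with few reads, and 27 of the 49 had a mean under 10 RPM. A pseudocount of 0.1 gave 14 and 34. The cause was not tested further. Requiring a mean of at least 10 RPM kept 22 miRNAs, of which 8 upregulated and 13 downregulated ones passed the fold cut-off and 8 and 14 the adjusted p-value.

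The rescalings on the listed values left the count of upregulated miRNAs at 14 under both criteria and removed most of the downregulated ones. Past the fold cut-off, 11 downregulated miRNAs remained under median-of-ratios scaling, 10 when scaled to the total of the listed miRNAs and 9 under quantile normalization. At an adjusted p-value under 0.05, 12, 10 and 12 remained. The median log2 fold change moved up by 0.99, 1.23 and 0.92. Of the 35 falls, 6, 14 and 5 became rises, and no rise became a fall. Among the 20 named miRNAs, the signs that reversed were those of miR-181d-5p under median-of-ratios scaling (0.10) and, under scaling to the listed total, those of miR-133a-3p (0.067), miR-1983 (0.12), miR-181d-5p (0.40) and miR-486a-5p (0.28), none of them with an adjusted p-value under 0.05. These rescalings assume that the listed miRNAs stand for the library, while the listed miRNAs hold between 0.773% and 3.47% of it and 35 of the 49 lie on one side, so the smaller falls depend on whether the authors' library totals are the right denominator.

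Counting the identical rows of miR-467a-5p and miR-467b-5p once (added after seeing the data) took 1 miRNA from each downregulated count. Adjusting over 4404 arms with p set to 1 for each arm not listed (also added) left 10 upregulated and 15 downregulated miRNAs. Of the 313 values of named miRNAs across the alternatives other than leaving out the filter, 284 kept their direction and side of the adjusted threshold, 24 became weaker, among them miR-206-3p with a change of 0 under quantile normalization, and 5 reversed. Summing miRNAs with the same mature name was not run, because no name occurred more than once.

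The sum of the listed miRNAs stayed lower in the MSTN-KO group under each alternative run, with log2 differences from -1.62 to -0.68, and so did the share of miR-206-3p, with differences from -8.38 to -5.38 percentage points. For the sum this shows no stability, since every listed miRNA separates the groups. The difference between within-group and between-group correlation was 0.262 with Spearman's correlation and 0.226 with a pseudocount of 0.1, against 0.191 as reported, and the cause was not tested.

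Of the 10 splits of the 6 libraries into 3 and 3, 4 part all 3 same-numbered pairs, as the real one does. Among these 4, 1 split, the real one, gave as many miRNAs past the fold cut-off, 1 as many at the adjusted p-value and 1 as many of the 12 miRNAs paired with target genes on one side. The other 6 splits part only 1 such pair, and no split but the real one gave more than 2 miRNAs with an unadjusted p-value under 0.05 or any under the adjusted threshold. With 4 splits the share cannot fall under 0.05, and the miRNAs were picked on the real split, so this count shows no stability.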

Other observations

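The tests in this part were chosen after the results they concern were seen, except the permutation test of neighbouring hairpins, its repeat without pairs of similar sequence, and the sequence comparison of the Mir130b and Mir301b arms.

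The number of miRNAs higher in the MSTN-KO group was 14. That is lower than both values quoted from the study above. The number lower in the MSTN-KO group was 35. That is higher than the value quoted from the study's further screen and lower than the value quoted from its first count. As deposited, all 12 miRNAs paired with target genes lay opposite to their listed direction. A candidate explanation is that the group names, or the order of the contrast, were exchanged between the labels and the study's list, which predicts 12 of 12 opposite. The counts of 14 and 35 match the further screen with its sides swapped. The study's first count, in which downregulated DEMs outnumber upregulated ones, has the balance found under the labels. It goes against an exchange that covered all of the study's counts, but not against one confined to the further screen and its list. The further screen counts more upregulated DEMs than the first count holds, so that side cannot be a subset of the first count. The PCR assays quoted from the study above, which do not rest on these libraries, place the miRNAs they name on the opposite side from the labels. Scaling was tested as another explanation, and under the 3 rescalings 0 of the 12 moved to the listed direction with an unadjusted p-value under 0.05, while 7 of the 12 stayed opposite with one. By sign alone, 2 of the 12 moved, under scaling to the listed total. A single library under the other group's name would resemble the libraries of the other group. The lowest correlation within a group was 0.979 and the highest between groups 0.824, and the groups did not overlap for any of the 12. The real split ranked 1 of 10 by the separation of the libraries, although on miRNAs picked for that split. These values show no sign of the exchange of a single library. They cannot exclude it as the source of the 12 opposite directions, because all of them rest on miRNAs picked for the labelled split. The strain field of the labels names the paper's knockout clone for the WT and the MSTN-KO libraries alike. It cannot tell the groups apart, and a knockout clone's name on the WT libraries is a further reason for care with the labels. Nothing in these values tells which side carries the right name. A check of the genotype in the material from which these libraries were made would be needed, and the miRNA values cannot give it. Until then, each direction given here rests on the labels of the libraries.

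The lower sum of the listed miRNAs in each MSTN-KO library was not matched by depth, since the library totals overlapped (exact permutation p = 0.8). Leaving miR-206-3p out of the totals would shift each log2 fold change by 0.024, so its own loss does not move the others by much.

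miR-130b-3p and miR-301b-3p, both among the miRNAs with target genes in the study, held at most 57 and 46 reads per library, out of library totals of 5502214 to 11823489. Their 5p partners held up to 710 and 156 reads, both in WT replicate 3. In MSTN-KO replicates 1, 2 and 3, miR-130b-5p held 12, 45 and 47 reads and miR-301b-5p held 1, 2 and 5. For Mir301b the contrast between the arms therefore rests on the WT libraries. Loss of 3p reads to related miRNAs with the same sequence was tested on the hairpins. The longest stretch shared with another hairpin was 14 bases for either part of Mir130b, and 14 bases for the 5p part and 16 for the 3p part of Mir301b. Each was under the 18 bases set for shared reads, although in Mir301b the 3p stretch was the longer one. Alignment with mismatches was not tested, and no biological explanation was tested.

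Muscle miRNAs deviated together between replicates. Over 10 rows from hairpins written down as muscle-enriched (miR-1a, miR-133a, miR-133b, miR-206, miR-486a and miR-499), the mean correlation of deviations from the group mean was 0.749. In 10000 sets of the same size drawn from the other 39 rows and matched on mean RPM, the median was 0.032 and the 95th percentile 0.202, and no set reached the observed value (a share of 0.0001, the smallest that these draws can give). With 1 row per hairpin and miR-133a left out, so that neither arms of one hairpin nor the 21 bases shared by miR-133a and Mir133b enter, the 5 rows gave 0.836 (a share of 0.0001 again). The mean deviation of the 10 rows on the log2 scale was -0.08 and -0.48 in replicate 1 of the WT and MSTN-KO groups, 0.34 and 0.39 in replicate 2, and -0.26 and 0.09 in replicate 3. The median standard error of these rows was 0.284 without the replicate block and 0.198 with it, against 0.230 and 0.192 in the other rows. Of the 6 ways to pair the WT with the MSTN-KO libraries, 2 (the replicate numbers included) gave deviations that agreed as much, and 6 pairings cannot give a share under 0.05. The pattern therefore cannot be told apart from a shared replicate number, such as a common preparation. Depth and deviation had the same order in 4 of the 6 within-group pairs of libraries, so library depth cannot be excluded. With these explanations open, a hypothesis is that the cultures differed in how far they had moved toward muscle differentiation when they were harvested, and that part of the difference between the groups in these miRNAs may have the same source. The 10 rows were lower in the MSTN-KO group as deposited. Under median-of-ratios scaling 9 of 10 were lower, under quantile normalization 9 of 10, with miR-206-3p unchanged at 0, and when scaled to the listed total 5 of 10.

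Neighbouring hairpins were compared for the size of their change. In 32 pairs within 50 kb of each other, the mean gap in log2 fold change was 0.384, against 0.893 on average in 10000 permutations within a direction (p = 0.0387). Without pairs whose hairpins share 18 bases or more, 23 pairs gave a permutation p of 0.0312, and with a pseudocount of 0.1 the permutation p of all pairs was 0.0043. These pairs count the identical rows of miR-467a-5p and miR-467b-5p more than once. Without miR-467b, the mean gap was 0.434 against 0.921 in 25 pairs (permutation p = 0.0595). In 18 pairs sharing under 18 bases it was 0.443 against 0.918 (permutation p = 0.0567). The gap thus stayed smaller once each measurement was counted once, but its permutation p was no longer under 0.05. Of the 32 pairs, 28 come from a single cluster of miR-467 and miR-669 hairpins in introns of Sfmbt2 on chromosome 2. All 8 hairpin names of the cluster are linked by stretches of 18 bases or more, directly or through other members, so shared reads cannot be excluded. The remaining 4 pairs gave a permutation p of 0.6125, but so few pairs neither show nor exclude the pattern outside the cluster. The pattern therefore cannot be told apart from a property of that single cluster. The 8 rows of the cluster fell by 0.82 to 1.58 as deposited. All 8 were still lower under median-of-ratios scaling, and 5 of 8 when scaled to the listed total or under quantile normalization.

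In all 10 hairpins with both arms listed, the arms moved in the same direction. The permutation held directions fixed, so it did not test that agreement. Within a direction, arms of one hairpin did not change by more similar amounts than permuted arms. The mean gap over 10 hairpins was 0.959 against 0.893 (permutation p = 0.6104), and with a pseudocount of 0.1 it was 0.940 against 1.24 (p = 0.1655). The gaps ran from 0.08 for miR-486a to 2.50 for miR-148a, whose 5p arm averaged 1.19 RPM. From the WT to the MSTN-KO group, that arm went from 2.18 to 0.194 RPM and the 3p arm from 401 to 26.1 RPM. Much of this gap therefore comes from the pseudocount of 1, which compresses the 5p change.

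The rows of miR-467a-5p and miR-467b-5p hold the same values in all 6 libraries. The 5p parts of their hairpins share a stretch of 36 bases, longer than the 22 bases taken as the length of a mature miRNA, which is consistent with the same reads being given to both names. They are 1 measurement and not 2.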
